A study of Naumovozyma castellii with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

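Total RNA and genomic DNA of Saccharomyces castellii (listed by GEO as Naumovozyma castellii), a yeast related to baker's yeast, were compared on custom oligonucleotide arrays with 2 colours. The labels describe 4 cultures of 450 ml grown at 30°C in rich medium. On each of the 4 arrays the RNA of 1 culture carried the green dye Cy3 and genomic DNA carried the red dye Cy5. No dyes were swapped, so a dye effect on a gene remains in its ratio. All 4 arrays lay on the same slide, so no slide or scan batch could be tested. The 4 arrays form 1 group of 4 biological replicates, and the genomic DNA is a common reference. It stands for an equal amount of each single-copy sequence, which is how the design sets genes, and so different probes, on a common scale.

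The deposited scanner files hold the intensity of each spot and of its local background as the median over pixels, and a processed intensity that was background-subtracted and dye-normalized by the scanner software (Feature Extraction, version 10.1.1.1 per the file headers). Each array had 11376 gene probes of 55 bases, 2 for each of 5688 genes, and 536 control spots that were left out. The authors' deposited table of gene values is on the log2 scale and gives the ratio of Cy3 over Cy5, that is RNA over genomic DNA. Its rows were paired with genes by the order in which each gene first occurs among the spots, which was tested against the scanner values. The column medians of the deposited table were -2.11, -2.21, -2.41 and -2.19 for replicates 1 to 4, so the columns were not brought to a common centre or distribution. Every deposited value equalled, within 0.0001, the log2 of the mean over probes of the ratio of median signals without background subtraction, with non-uniform spots or backgrounds left out. The methods describe background subtraction and a median of log2 ratios instead.

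From the intensities, the median background was subtracted from the median signal in each channel, as in the methods, and the log2 of Cy3 over Cy5 was taken per probe. Spots with a non-uniform feature or background in either channel were left out, which removed 500, 577, 771 and 93 gene probes on replicates 1 to 4. This filter was not named in the plan written before the data were examined; keeping the spots is among the alternatives. The median over the probes of a gene gave its value. Correlations between arrays and the spread of values were taken before any normalization. For the tests, arrays were quantile normalized, each array was centred on its median gene, and genes with at least 2 values were fitted with limma 3.58.1 in R 4.3.3. Its treat test asked whether a gene lay more than 2-fold from the median gene, two-sided, with Benjamini-Hochberg adjustment at 0.05. On simulated data for the comparison of 5688 genes with the median gene, 193 of 200 changed genes were recovered and 0 other genes were called. In the data the quartiles of the levels, -0.85 and 1.00, lay near the 2-fold limit. The simulation, with 200 changed genes, may therefore not measure errors near that limit.

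Signals lay far above background: the median Cy3 signal was between 1942 and 2482 over a background of 22 to 24, and the median Cy5 signal was between 11460 and 11788 over a background of 52.5 to 57. No gene probe was saturated. The number of arrays and that of probes limit the precision. The median SD between arrays of a gene was 0.10 on the log2 scale. The SD of the difference in log2 ratio between separate probes of a gene well above background was 0.477. The adjusted p-values cover the spread between arrays only, not that between probes.

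The genes named were chosen by a rule fixed before the data were examined. Among genes with both probes well above background in both channels on all 4 arrays, they are the 2 with the highest level, the 2 with the lowest and the 1 with the largest standard deviation (SD) between arrays. Of the 5688 identifiers, 0 matched an entry of the reference gene table (assembly ASM23734v1), so identifiers are given as in the files. For this reason the planned tests of gene sets and of control genes were not run. The alternatives tried were processed signals, normexp background correction with an offset of 50, no background subtraction, only probes well above background, the mean over probes, the probe with the brighter genomic DNA signal, median centring, loess within arrays, each replicate left out, the deposited values and limma's eBayes with no minimum fold. Alternatives chosen after the data were seen were keeping the non-uniform spots, requiring genomic DNA signal well above background, and the formula of the deposited values.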

Results

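RNA abundance in mid-log S. castellii was measured relative to genomic DNA on 4 arrays, 1 for each of 4 biological replicates. The study used such values to set transcriptional output beside chromatin organization, and the comparisons here concern how well the arrays agree and how far genes lie from the median gene. Of 11376 gene probes, 11127, 11063, 10767 and 11144 were well above background in the RNA channel on replicates 1 to 4. In the genomic DNA channel the numbers were 11173, 11166, 11172 and 11177.

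The first question was whether the replicates gave the same ranking of genes. Across genes, the log2 ratio of RNA over genomic DNA correlated between arrays with a median Pearson r of 0.991 over the 6 pairs. The lowest value was 0.985, between replicates 2 and 3, and the highest was 0.994, between replicates 2 and 4. Spearman's rho for these pairs was 0.986 and 0.994. These correlations are across genes, which are not independent replicates, and carry no p-value. The study left out replicates with R below 0.95, so the arrays may have been chosen by the measure reported here. The 3 lowest values of r all involved replicate 3. The alternative that moved the median most was the use of processed signals, which gave 0.964 and a lowest value of 0.945. No pair of arrays held identical values.

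**Figure D1:**
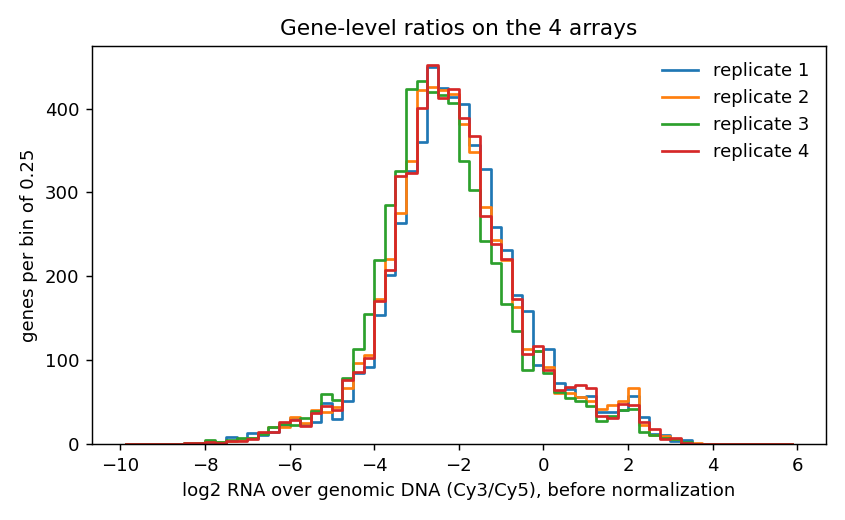
Histogram of gene-level log2 ratios of RNA over genomic DNA before normalization (horizontal axis) against the number of genes per bin (vertical axis), with a line for each of the 4 replicates. The distributions have medians of -2.14, -2.24, -2.46 and -2.23 for replicates 1 to 4, with replicate 3 lowest.

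The spread of expression levels, taken as the 95th minus the 5th percentile of the log2 ratio, was 5.66 ± 0.10 (SD, n = 4). This corresponds to a 50.6-fold range. With loess within arrays the spread was 2.61. After quantile normalization and centring, the median SD between arrays of a gene with 4 values was 0.10 on the log2 scale, while the SD of levels across genes was 1.64.

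The design placed 2 probes on each gene, and their agreement was measured. In 1074 genes (18.9%) the probes overlapped by at least 15 bases and were not separate measurements of the gene. Across genes, the log2 ratios of the 2 probes, averaged over arrays, correlated with r = 0.953. The value was 0.977 for overlapping and 0.942 for separate probes. Within single arrays r was 0.948, 0.950, 0.933 and 0.950 for replicates 1 to 4. The values recomputed with background subtraction correlated with the deposited values with a mean r of 0.996 ± 0.001 (SD, n = 4 arrays).

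Each gene was then compared with the median gene. By limma's treat test, 1268 of 5688 genes (22.3%) lay more than 2-fold above the median gene and 1035 (18.2%) lay more than 2-fold below it. Genes above made up 55.1% of the calls. This split depended on scaling: processed signals gave 378 genes above and 630 below, or 37.5% above, and loess within arrays gave 262 above and 468 below, or 35.9% above. Loess removes the trend of the ratio with the mean signal of both channels. That mean includes the RNA signal, so differences in RNA level between genes are partly removed with it. Of the genes called above, 57 had genomic DNA signal not well above background at either probe on any array, so their ratio rests on a reference close to background. All probes were well above background in both channels for 1153 of the genes called above and 788 of those called below. Of the genes called below, 10 had RNA not well above background at either probe on any array, and their level is only an upper bound.

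**Figure D2:**
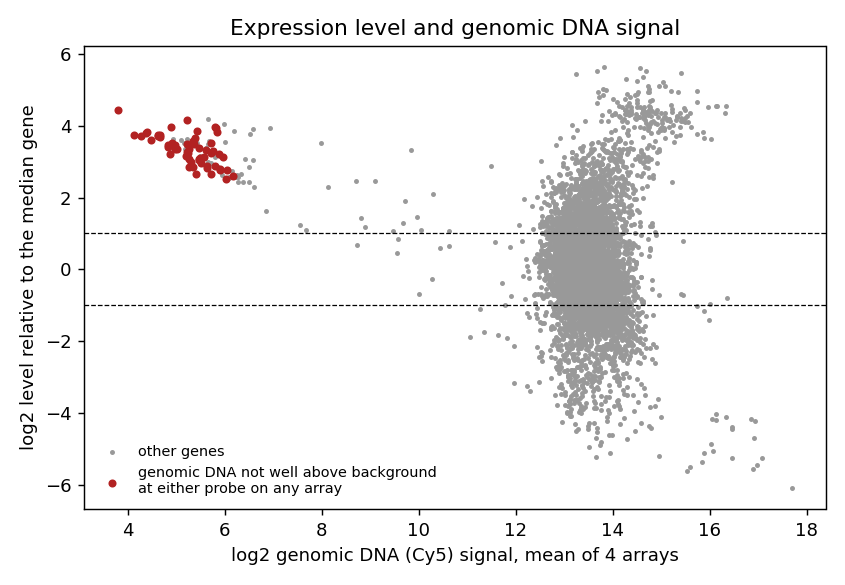
Log2 genomic DNA (Cy5) signal, averaged over 4 arrays (horizontal axis), against the log2 level relative to the median gene (vertical axis), 1 point per gene, with dashed lines at 2-fold above and below. The 57 genes without genomic DNA signal well above background at either probe on any array, in red, all lie above the upper line, with a median level of 3.35. Genes with weak genomic DNA signal at only some probes or arrays are not marked.

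The highest levels belonged to Scas_701.41 and Scas_519.5. Scas_701.41 was at 5.64 ± 0.13 (SD, n = 4) on the log2 scale, with a limma treat adjusted p of 1.56e-08. The probes of Scas_701.41 share 30 bases. Scas_519.5 was at 5.60 ± 0.10 (SD, n = 4), with a limma treat adjusted p of 1.56e-08. Their difference was below the standard error of each (0.06 and 0.05), and with the probe of brighter genomic DNA signal the order was the opposite, at 5.74 for Scas_701.41 and 5.81 for Scas_519.5. With median centring the SD was larger, at 0.22 for Scas_701.41 and 0.19 for Scas_519.5. The levels of both genes depended on scaling. Scas_701.41 was at 1.91 with processed signals and 1.73 with loess within arrays. Scas_519.5 was at 1.19 with processed signals and 0.99 with loess within arrays, where it was no longer called (limma treat adjusted p of 1). The lowest level was that of Scas_196.1, at -6.10 (n = 4), with a limma treat adjusted p of 1.18e-08. This gene ranked last on every array, so quantile normalization gave it the same value each time; with median centring its SD was 0.07. Its probes share 54 of 55 bases. Its level was lower with other scalings, at -7.15 with processed signals, -7.46 with normexp and -7.70 with loess within arrays. Among genes with both probes well above background in both channels on all 4 arrays, Scas_535.2 followed. It was at -5.25 ± 0.10 (SD, n = 4), with a limma treat adjusted p of 1.56e-08. The level of Scas_535.2 was -6.50 with normexp. Both low genes had bright genomic DNA signals, at log2 values of 17.69 for Scas_196.1 and 16.45 for Scas_535.2, and both share a stretch of 25 bases with a probe of another gene.

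The largest SD between arrays among genes well above background was that of Scas_719.40, at 1.01 ± 0.91 (SD, n = 4). Its level was 1.77 and 1.83 on replicates 1 and 2 and 0.25 and 0.21 on replicates 3 and 4, and it was not called (limma treat adjusted p of 1). With the probe of brighter genomic DNA signal alone it was at 1.94 and called (limma treat adjusted p of 2.16e-06). One of its probes was left out as non-uniform on replicates 1 and 2 only, and the probes lie at -1.43 and 1.84. With the non-uniform spots kept, the level was 0.20 and the SD 0.04. Scas_719.40 also shares a stretch of 25 bases with a probe of another gene.

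**Figure D3:**
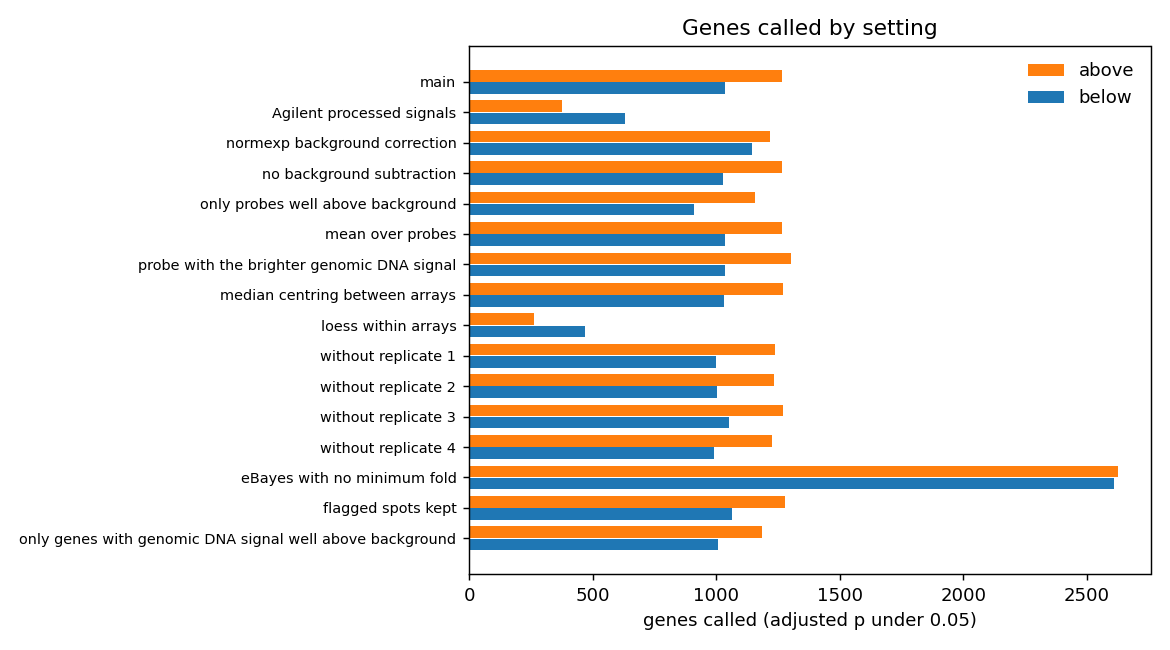
Number of genes called above (orange) and below (blue) the median gene at an adjusted p under 0.05 (horizontal axis) for the main setting and each alternative with gene identifiers (vertical axis). The main setting gave 1268 and 1035, and loess within arrays gave the fewest, 262 and 468.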

Values the study reported

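The study reported that most biological replicates of its expression arrays correlated at R = 0.99 and that replicates with R below 0.95 were left out. It stated that its custom arrays carried 2 probes per gene.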

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

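Of the tests in this part, that of Scas_701.41 and the one that keeps non-uniform spots were chosen after the data were seen. The design has 1 group, so no biological explanation was tested. Of 15 values screened over the 4 arrays 2 stood out, and about 1 in 20 groups of 4 does so by chance.

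The correlation between the probes of a gene on replicate 3, 0.933, lay far from the values of the other arrays, which were between 0.948 and 0.950. With the non-uniform spots kept, replicate 3 still stood apart, with a gap to the next array of 0.867 of the whole range, which argues against those spots as the cause. With only probes well above background the gap was 0.654 of the range and no longer stood out, although replicate 3 was still lowest at 0.938. Signals nearer background may therefore account for part of the difference.

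Scas_701.41 had a level of 5.44 on replicate 1 and 5.71 on each of the other arrays. The equal values arise because quantile normalization gives the top rank the same value on every array. Without that step the gene had levels of 5.43, 5.85, 5.86 and 5.54 on replicates 1 to 4, and the largest gap at an end was 0.257 of the range, so the isolation of replicate 1 is likely a product of the normalization.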

How the results depend on the processing

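Keeping the non-uniform spots, requiring genomic DNA signal well above background and the formula of the deposited values were chosen after the data were seen. The mean over 2 probes equals their median by construction and tests nothing. The gene set tests and their alternatives were not run, because the identifiers were not paired with gene names.

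The counts of genes above and below the median gene were within 1.5-fold of the main counts under 12 of 15 alternatives, the mean over probes not counted. Processed signals gave 378 above and 630 below, loess within arrays 262 and 468, and eBayes with no minimum fold, which asks a wider question, 2627 and 2611. Of the genes called above with processed signals, 335 were among the main calls, and with loess 174. Without single replicates the counts ranged from 1226 to 1269 above and from 991 to 1053 below.

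With processed signals the median correlation between arrays was 0.964, the lowest 0.945, the spread 3.07, the correlation between probes 0.802 and that with the deposited values 0.769. With loess the median correlation was 0.970, the lowest 0.958, the spread 2.61 and the correlation between probes 0.692. Across genes, Spearman's rho of the ratio with the mean signal of both channels was 0.687 in the main setting, 0.400 with processed signals and 0.079 with loess. Loess removes this trend by construction. The mean signal includes the RNA signal, so differences in RNA level between genes are partly removed with the trend. The loess values are thus no independent check of the levels. For processed signals the cause was not tested further. With normexp the spread was 5.55, the correlation between probes 0.929 and that with the deposited values 0.882. Without background subtraction the spread was 5.33 and the correlation with the deposited values 0.999; the formula given for the deposited values raised it to 1. The spread was 4.98 with only probes well above background, 5.76 with the probe of brighter genomic DNA signal and 5.32 in the deposited values. The lowest correlation was 0.980 with the brighter probe. With genomic DNA signal required, the lowest correlation was 0.990 and the spread 5.40. The cause was not tested for these.

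Leaving out single replicates gave median correlations from 0.986 to 0.994 and lowest correlations from 0.985 to 0.993, the highest of each without replicate 3. The level of Scas_719.40 reversed to -0.48 with processed signals and to -0.72 with loess, and neither was called. In the other direction, the gene was at 1.94 and called with the probe of brighter genomic DNA signal (limma treat adjusted p of 2.16e-06), and eBayes with no minimum fold called it at 1.01 (limma adjusted p of 0.02). Over its alternatives the adjusted p ranged from 2.16e-06 to 1. The levels of Scas_701.41 and Scas_519.5 were 1.91 and 1.19 with processed signals and 1.73 and 0.99 with loess. Scas_196.1 was at -7.15 with processed signals, -7.46 with normexp and -7.70 with loess, and Scas_535.2 at -5.59, -6.50 and -5.72.

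Signal over background limits what can be read for the 57 genes without genomic DNA signal at either probe on any array. The same holds for further genes whose genomic DNA signal was weak at some probe or array. With genomic DNA signal required at every probe, 1184 genes were called above and 1009 below. Of the 1268 genes called above in the main setting, 1154 were among them.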

Other observations

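Tests chosen after the result was seen were those of genes without genomic DNA signal, of the lowest ratios, of very bright genomic DNA signals and of genes with the largest SD, and the restriction to separate probes was added later. The limits used to judge replicate 3, the neighbouring genes and the control spots were revised after their values were seen, because the first limits turned on differences smaller than the spread. All genes belong to 1 group, so no biological explanation given by the design was tested, and each correlation here is across genes, which are not independent replicates.

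Genomic DNA signal was not well above background on any array at both probes of 57 genes. In 25 of them the probes did not overlap by 15 bases or more. Random pairing of the 74 such probes among genes with separate probes gave at most 4 such genes in 10000 draws, which is consistent with sequences absent from the DNA of the strain or with errors in the assembly. Of these genes 59.6% also lacked RNA signal well above background on every array and 0 had RNA well above background at every probe on all arrays, yet 100% were called above the median gene. A ratio of signals near background is a candidate explanation for those calls.

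The 50 genes with the lowest ratio were taken among those with all probes well above background in both channels. This leaves out low genes with weaker RNA, such as Scas_558.5 at -5.62. Of the 50, 20 had a genomic DNA signal over 2-fold that of the median gene. That is 40.0%, against 4.20% of all genes well above background. Choosing genes by a low ratio picks bright genomic DNA by construction, and shuffling the genomic DNA signal over genes and choosing again gave a mean of 30.2 in 1000 draws, so the count decides nothing. The median RNA signal lay at percentile 1.62 for the 50 genes and 6.5 for the 20, which the same choice also favours, so low RNA and bright genomic DNA both stay open as explanations. Of the 15 bright genes with separate probes, 10 had both probes over 2-fold the median probe. A single bright probe does not account for those 10. The genes were chosen by the signal of the same probes, which favours this count, so no more is drawn from it.

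Among genes with all probes well above background in both channels, 32 had genomic DNA signal over 4-fold that of the median gene. Of these, 13 were called below and 15 above the median gene. The limit leaves out bright genes with weaker RNA, such as Scas_451.1 at a level of -5.46. The 13 is thus a lower bound. Among the 32, 71.9% shared a 25-base stretch with a probe of another gene. The share was 1.97% of the other genes well above background and at most 18.8% in random lists. Target sequences present in several related genes may raise the genomic DNA signal here, and the level of 1 such gene is then uncertain.

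Among the 57 genes with the largest SD between arrays, 29.8% had a probe left out on some arrays only, close to the 28.2% over genes with 4 values, so this does not explain large SDs in general. A probe not well above background was present in 86.0% of the 57, against 6.77% of genes, so signal near background may explain most. Among genes well above background the picture differed: 77.4% of the 53 with the largest SD had a probe left out on some arrays only, against 28.9%. The deposited values leave out the same spots.

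Dividing by genomic DNA was expected to remove differences between probes. The SD of the difference between the probes of a gene was 0.52 for the log2 RNA signal and 0.477 for the log2 ratio over 4355 genes with separate probes, a modest fall, and the differences in the channels correlated with r = 0.554.

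Genes with a higher ratio carried more of 23 codons taken, from general knowledge, as preferred in highly expressed S. cerevisiae genes. Over 4175 genes with a probe that had exactly 1 stop-free frame, Spearman's rho was 0.316 (permutation p of 1e-05, two-sided, the smallest the permutations can give; 5e-05 after Benjamini-Hochberg adjustment over the 5 relations with a permutation p). Within 3 classes of GC content the lowest rho was 0.293, and the score read 1 base out of frame gave -0.025, which argues against GC content and base composition. A link of codon choice to expression is thus a hypothesis these data suggest. The probes are taken as the sense strand: 92.8% had a stop-free frame as given and 83.2% as the reverse complement.

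The 336 genes whose identifier ends in d had a median level of -0.94, against 0.06 for other genes and a lowest median of -0.28 in 10000 random lists. Their median log2 genomic DNA signal was 13.40, within the random lists, and with every probe well above background the median was still -0.71. Lower expression of these genes is a possible explanation. The meaning of the suffix is not given in the sources used here.

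Genes with consecutive numbers in the identifier had ratios correlated at r = 0.052 over 4442 pairs (permutation p of 0.0009, two-sided; 0.0009 after the same adjustment), which is 0.266% of the variance. The genomic DNA signal gave a larger r of 0.083. The RNA signal gave 0.049, which differs from the r of the ratio by less than the SD of 0.015 in shuffled genes. Before division by genomic DNA, neighbours were thus already about as alike as in the ratio. This argues against a shared genomic DNA signal as the only source, but its larger r leaves a contribution open.

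Ratios on replicate 3 had a median shift of -0.23 on the log2 scale against the mean of the other arrays. When genes were split into 5 classes of RNA signal, the shift was negative in each class and ranged over 0.050, against 0.049 on replicate 1, 0.019 on replicate 2 and 0.00887 on replicate 4, so whether 1 labelling factor is the whole cause cannot be told apart from a weak dependence on signal.

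The 10 E1A control probes ranked alike on the arrays (lowest rank correlation 0.976), and the brightest was 4.38 to 6.01 times the dimmest in Cy3. The highest value of an E1A probe was 6.98 times the negative controls. The lowest probe was 1.11 times the negative controls, close to the floor, so 4.38 is a lower bound on the range and compares different probes. Whether spike-in RNA was added stays open.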
